A study of Mus musculus with 4 samples. Its data were reported in "RFX2 Is a Major Transcriptional Regulator of Spermiogenesis" (2015).

How the data were processed

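RFX2 ChIP-seq was performed by the authors on testis chromatin of 2 independent WT mice, with 1 input per mouse. Groups and replicate numbers were taken from the sample titles. Per the study's supplementary methods, reads were mapped to the mouse genome with Bowtie, and reads with several locations were discarded, so that binding in repeated sequence is under-represented. The library of replicate 2 was sequenced again, the second run contained human DNA, and reads that mapped to the human genome were removed from that run before the runs were pooled. This step can remove mouse reads from conserved sequence in replicate 2 only. Peaks were called by the authors with MACS2 against input, without its fragment model and with a shift derived from cross-correlation. The methods describe a default call and a relaxed call per replicate, followed by IDR at a threshold of 0.01 between replicates. Which call was deposited is not stated.

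The deposited lists of replicates 1 and 2 give 1 value per peak on a −log10 scale. The authors' file does not say whether it derives from a p-value or a q-value, and all values exceed 2. The third deposited list gives for each peak a score, which equals the whole part of 10 times −log10 p in 100% of the peaks, the fold enrichment as a ratio over local background, −log10 p, −log10 q and the summit position. The archive attaches this list to replicate 2. Its peaks carry names that begin with "all" and numbers up to 29491, which differs from a call on replicate 2 alone, and it is referred to as the combined list. Its length is close to, but not the same as, the number of reproducible peaks in the study's supplementary methods. It was treated as a call on pooled reads cut at a rank, which rests on these names and values and on the authors' methods. Since the replicates and the combined list then share reads, the overlap of the combined list with either replicate is not an independent replication.

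The lists name build GRCm38 with Ensembl release 70. Sequence and annotation were taken from GRCm38 patch 6 and GENCODE mouse release 21 (Ensembl release 96), which share the coordinates of the primary chromosomes. Gene names and TSS positions can therefore differ from those the authors used. All peaks lay on autosomes 1 to 19, X and Y. Gene models were those of 21853 protein-coding genes, with exons of all protein-coding transcripts merged and the 5′-most TSS. Of the 14 transition zone genes listed, 13 were analysed, since Tctn2 is not annotated as protein-coding in this release.

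Peaks were called shared at an overlap of at least 1 bp, and the counts were checked with bedtools 2.31.1. Each peak was assigned to the first class it met by at least 1 bp, in the order promoter (1000 bp upstream to 500 bp downstream of the TSS), exon, intron and intergenic, as in the authors' methods. Shares carry 95% Wilson intervals, shares of gene sets exact (Clopper-Pearson) intervals, differences of shares Newcombe intervals, and ratios of shares log-normal (Katz) intervals. These cover counting error only, and neighbouring peaks or genes that share a promoter are not independent. Random expectation came from 1000 circular shifts or 1000 uniform placements within each chromosome, and the smallest p-value these allow is 0.001. Spearman's rho was tested with 100000 permutations. The IDR was estimated with a Gaussian copula mixture of 2 components on scores of peaks matched one to one. Ties were broken at random with a fixed seed. On simulated data of 7987 pairs, 1.39% of the selected pairs were irreproducible, 85.3% of the reproducible pairs were selected, and 0 pairs were selected between unrelated lists. The simulated scores held no ties, and their 2 components lay further apart than those fitted to the replicate lists. These rates therefore need not hold for the replicate lists. By rule, no pair was selected where the fit gained too little over independent ranks.

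The X-box was taken as GTTGCCATGGCAAC with at most 3 mismatches on either strand, in 200 bp around the peak centre, with the window 1000 bp to the right as background and an exact McNemar test. The 8-mers were counted as present or absent per window on both strands, against the windows 1000 bp to each side, with Fisher's exact test and Benjamini-Hochberg adjustment over all words. On simulated data for 32896 words, 0 were called with none planted, and a planted word took place 1. The simulated peak and flank windows had the same base composition, so words called through a difference in G+C content could not appear there. Gene sets were fixed beforehand and compared with all other protein-coding genes by Fisher's exact test. The named genes were chosen by a fixed rule: the 5 genes whose promoters held the highest-scoring combined peaks met by both replicates, the 3 highest-scoring combined peaks outside promoters, genes named in the text of the study, and the members of the gene sets. Not every gene covered by this rule is reported here.

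The mapping of samples, the tests, the rule for named genes and the alternatives were fixed before the data were examined, with these exceptions. The X-box search around the summit was added after the data were seen. Of the tests of explanations in the closing section, those of X-boxes in X-linked promoters, of an X-box outside the searched window, of G+C content and of sites further from the palindrome were also added then, and those of open promoter chromatin and of repeats used the summit window. The alternatives covered the overlap that counts as shared, a stricter score threshold, list length, random placement, IDR threshold and matching, promoter window, gene models, peak extent, X-box mismatches, window and background, word length, and use of each replicate list alone. No read counts were used here, so the depth of each sample is unknown and no value could be weighted by it. Expression of the bound genes and read coverage were not analysed here. Computations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, and figures were drawn with Matplotlib 3.10.9.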

Results

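RFX2 binding in mouse testis was mapped by chromatin immunoprecipitation followed by sequencing (ChIP-seq), in which DNA bound by the protein is enriched with an antibody and sequenced. RFX2 is a transcription factor of the Regulatory Factor X family, whose members bind the X-box, a 14-bp inverted repeat. Chromatin came from wild type (WT) mice of a mixed genetic background at postnatal day 29 to 30, per the sample labels. The study's text describes the preparation as germ cells from younger animals, and the lists do not settle which age applies. There were 4 samples, namely 2 RFX2 ChIP replicates and 2 inputs (chromatin sequenced without immunoprecipitation). The inputs entered the data only through the authors' peak calling, so no background value per peak was measured in them here. All comparisons below rest on 3 deposited peak lists for genome build GRCm38. The number of reads behind each list is unknown.

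Replicate 1 had 39825 peaks with a median width of 199 bp, which covered 11.8 Mb. Replicate 2 had 21274 peaks with a median width of 181 bp, which covered 5.35 Mb. Scores, given by the authors' peak caller on a −log10 scale, ran from 2.03 to 475 in replicate 1 and from 2.08 to 266 in replicate 2. The third list, called the combined list here, held 2726 peaks with a median width of 886.5 bp. Its −log10 p ran from 43.2 to 493 with a median of 82.1, and its fold enrichment over local background ran from 2.85 to 70.5 with a median of 17.0. Both values are the authors' own and were used to describe, rank and filter peaks within a list.

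To find out how far the replicates shared binding sites, peaks were called shared when they overlapped by at least 1 bp. Of the replicate 1 peaks, 8060 (20.2%, 95% Wilson interval 19.8 to 20.6) were met by replicate 2. Of the replicate 2 peaks, 8330 (39.2%, 38.5 to 39.8) were met by replicate 1. These intervals describe the lists and cover counting error only, since with 2 animals no spread between replicates could be estimated for a share that involves both. The share of replicate 1 moved most, to 35.8%, when both lists were taken at the length of the shorter, and that of replicate 2 moved most, to 60.03%, within the top 50% of each list by score. Circular shifts of replicate 2 within each chromosome gave 181.5 ± 13.6 replicate 1 peaks met (SD over 1000 shifts). The observed number was 44.4 times as high (permutation test, one-sided, p = 0.001, the smallest possible with 1000 shifts). With a reciprocal overlap of 50% the ratio was 109.

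Sharing depended on the score. In the top decile of replicate 1, 95.3% of the peaks were met by replicate 2, against 57.6% in the second decile and 2.76% in the last. In replicate 2 the top decile was met at 99.95% (2127 of 2128 peaks), the second at 94.6% and the last at 17.0%. The 1615 highest-scoring peaks of replicate 1 all had a partner in replicate 2. The peak that followed, on chromosome 18 from 54749305 to 54750156 in intergenic sequence, had none. In replicate 2 the 2043 highest-scoring peaks all had a partner. The first without one lay in a promoter on chromosome 3, from 103968433 to 103968715. These peaks were singled out after their values were seen.

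**Figure D1:**
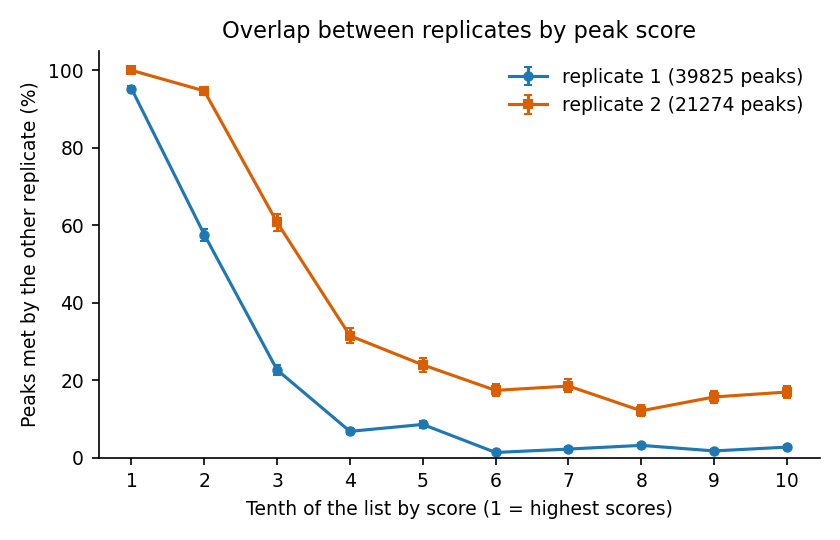
Share of peaks (%) of each replicate met by the other replicate, over deciles of the list by score, with 95% Wilson intervals as error bars. From the top to the last decile, replicate 1 goes from 95.3% to 2.76% and replicate 2 from 99.95% to 17.0%. The lowest shares are 1.38% in decile 6 of replicate 1 and 12.1% in decile 8 of replicate 2.

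Scores of shared peaks were correlated. Across 7987 matched pairs of peaks, Spearman's rho of the scores was 0.733 (permutation test, two-sided, p = 1e-05, the smallest possible with 100000 permutations). This is a correlation across peaks, which are not independent replicates. Ranking by peak width in place of score gave a rho of 0.631. The irreproducible discovery rate (IDR) estimates, from the ranks in both lists, the share of irreproducible pairs among all pairs ranked at least as well. It was at most 0.01 for 2392 pairs. A single pair near that threshold can have a higher chance of being irreproducible. Matching peaks by centres within 100 bp gave the lowest number, 1658.

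To learn what the combined list holds, it was compared with both replicates. All 2726 combined peaks were met by replicate 1 and 2723 (99.9%, 99.7 to 99.96) by replicate 2. The share met by replicate 2 dropped most, to 73.4%, when a reciprocal overlap of 50% was required. The 3 peaks not met by replicate 2 ranked 2124, 2655 and 2718 by −log10 p. Peak numbers in the list reached 29491, and the list stopped at a −log10 p of 43.2. Of the 2392 IDR peaks, 97.2% were met by the combined list, and 85.2% of the combined peaks were met by an IDR peak. The files do not state how the combined list was made.

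To see where RFX2 was bound, each combined peak was placed in the first class it met: promoter (1000 bp upstream to 500 bp downstream of the transcription start site, TSS), exon, intron or intergenic. Promoters held 837 of the 2726 peaks (30.7%, 29.0 to 32.5). Exons held 271 peaks (9.94%, 8.87 to 11.1), introns 587 (21.5%, 20.03 to 23.1) and intergenic sequence 1031 (37.8%, 36.0 to 39.7). The choice of list moved the promoter share most. It was 5.04% in the replicate 1 list and 7.97% in the replicate 2 list, both of which hold many more low-scoring peaks. Peaks of the same widths placed at random within each chromosome met promoters at 2.05%. The observed number was 15.0 times as high (permutation test, one-sided, p = 0.001, the smallest possible with 1000 placements), and the ratio was 3.44 for the replicate 1 list and 5.48 for the replicate 2 list.

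The share of promoter peaks was higher among stronger peaks. From the top to the bottom quartile by −log10 p it was 47.7%, 33.6%, 21.7% and 19.8%. The top and bottom quartiles differed by 27.8 percentage points (95% Newcombe interval 22.9 to 32.5, Fisher's exact test, two-sided, p = 7.0e-28). Stronger peaks can be wider and so meet more promoters, but with the peak centre alone the difference was still 27.1 percentage points (Fisher's exact test, two-sided, p = 3.4e-27). It was smallest, 12.5 percentage points, in the replicate 1 list.

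**Figure D2:**
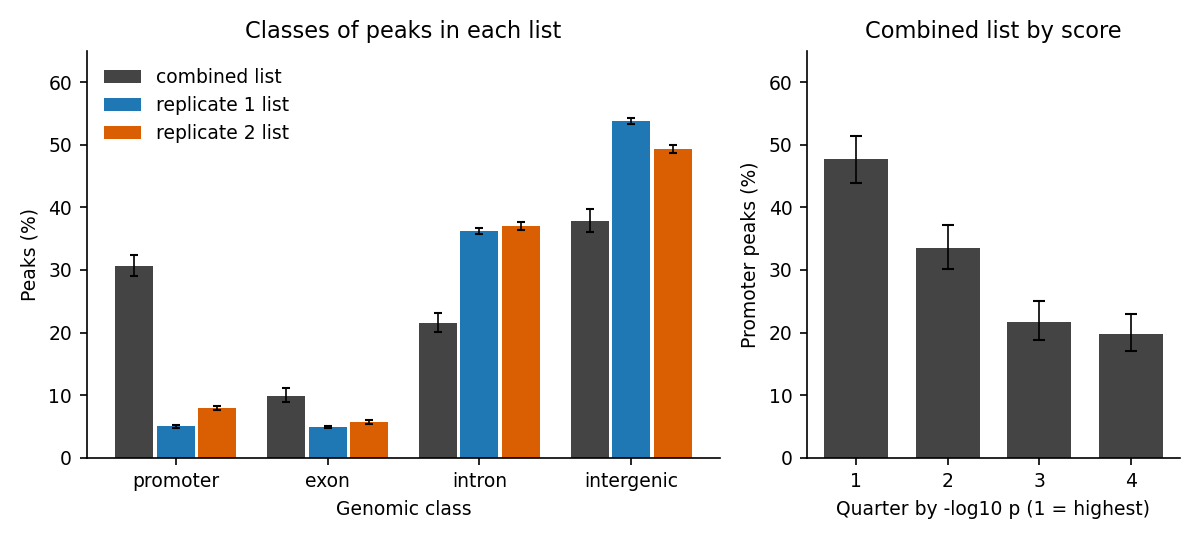
Left, share of peaks (%) in each genomic class for the combined list and both replicate lists. Right, share of promoter peaks (%) in each quartile of the combined list by −log10 p, from 47.7% in the top to 19.8% in the bottom quartile, with 95% Wilson intervals as error bars in both plots.

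In all, 980 of 21853 protein-coding genes (4.48%) had a combined peak in the promoter and are called RFX2 targets here. As 141 promoter peaks met the promoters of more than 1 gene, the genes outnumber the promoter peaks. The number of RFX2 targets was highest, 2124, with the replicate 1 list. Centres of 746 combined peaks (27.4%, 25.7 to 29.1) lay within 500 bp of a TSS. Of these, 66.0% were upstream, with a median position of −82.5 bp relative to the TSS. Over all combined peaks the median distance from the centre to the nearest TSS was 16.7 kb (95% interval 14771 to 19370 bp), and it was largest, 67.7 kb, in the replicate 1 list.

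To search the peaks for the RFX motif, the palindrome GTTGCCATGGCAAC was matched with at most 3 mismatches in 200 bp around the peak centre. An X-box was present in 1441 of the 2726 combined peaks (52.9%, 50.98 to 54.7) and in 24 windows (0.880%, 0.592 to 1.31) placed 1000 bp to the right. There were 1426 peaks with an X-box at the centre only and 9 with one in the flank only (exact McNemar test, two-sided, log10 p = −409). The share was lowest, 22.2%, in the replicate 1 list. It was highest, 76.7%, when the whole peak was searched, against 4.99% of flanks of the same length. In 200 bp around the summit given by the peak caller, a window chosen after the data were seen, the share was 75.4% (73.8 to 77.002) against 0.9905% in the flank. The summit lay a median of 64 bp from the peak centre.

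The X-box share at the summit differed between classes. It was 55.9% in promoter peaks (52.5 to 59.2), 79.0% in exon peaks, 87.6% in intron peaks and 83.4% in intergenic peaks. The share in promoter peaks minus that in the other peaks was −28.2 percentage points (Newcombe interval −31.9 to −24.4, Fisher's exact test, two-sided, p = 6.2e-53). Among promoter peaks the share was 67.4% in the top and 37.8% in the bottom quartile by −log10 p, whereas outside promoters it was 85.2% and 81.3%.

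**Figure D3:**
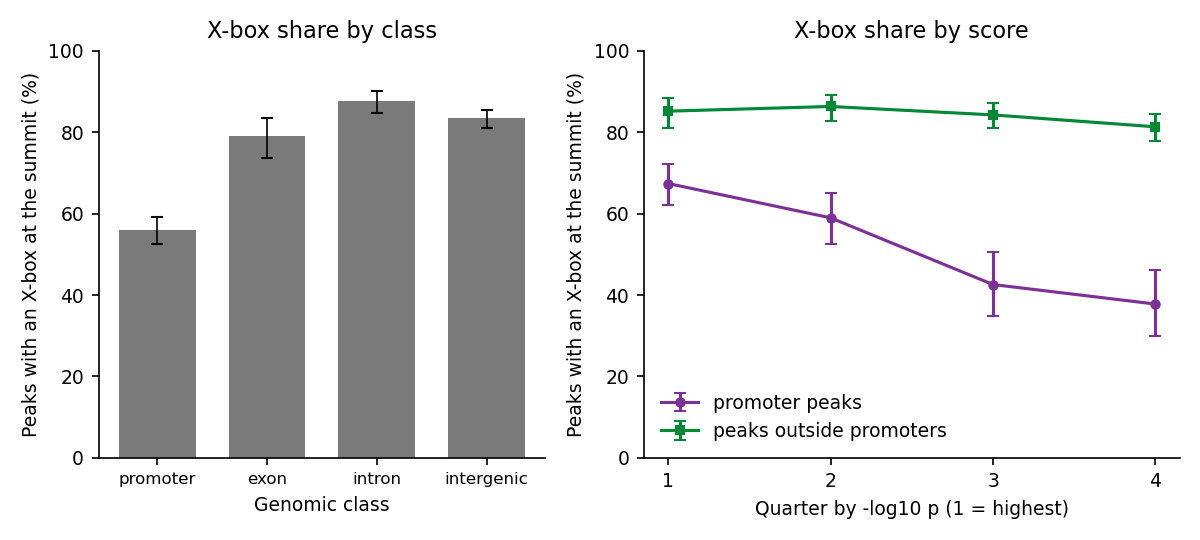
Share of combined peaks (%) with an X-box in 200 bp around the summit, by genomic class (left) and by quartile of −log10 p for promoter peaks and the others (right), with 95% Wilson intervals as error bars. Promoter peaks are lowest among the classes at 55.9% and go from 67.4% in the top to 37.8% in the bottom quartile.

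An unbiased comparison of all 8-mers between peak centres and flanks on both sides found 1526 words more frequent and 899 less frequent in peaks among 32838 tested (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p under 0.05). The first was ATGGCAAC, present in 30.2% of the peaks and 0.459% of the flanks. The second, CATGGCAA, was present in 25.9% and 0.825% (Fisher's exact test, adjusted p = 9.1e-297). Of the 10 first words, 8 shared at least 6 bases in a row with the X-box. The number of more frequent words was highest, 3310, with the replicate 2 list. Peak centres were also richer in G+C, with 55.1% ± 8.67 in promoter peaks (SD, n = 837) and 48.2% ± 6.59 in intergenic peaks (n = 1031), against 45.4% ± 8.36 in flanks (n = 5452). The comparison of words did not correct for this difference, so some of the more and less frequent words can reflect base composition alone.

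RFX factors are known regulators of genes for cilia, so 5 sets of genes were tested for promoter peaks. They encode intraflagellar transport (IFT) components, Bardet-Biedl syndrome (BBS) proteins, transition zone components, a selection of proteins for ciliary motility, and the RFX family itself. The p-values are from Fisher's exact test, two-sided, against all other protein-coding genes, of which between 4.43% and 4.47% had a promoter peak, and were adjusted by the Benjamini-Hochberg method over the 5 sets. Of the IFT genes, 8 of 14 (57.1%, exact interval 28.9 to 82.3) were RFX2 targets (p = 3.8e-08, adjusted p = 9.4e-08). Of the BBS genes, 6 of 8 (75.0%, 34.9 to 96.8) were RFX2 targets (exact p = 2.1e-07, adjusted p = 3.5e-07). All 13 transition zone genes analysed were RFX2 targets (100%, 75.3 to 100, exact p = 2.7e-18, adjusted p = 1.4e-17). The study picked the transition zone genes from these same samples, so this result is not independent evidence. Of the motility genes, 5 of 9 (55.6%, 21.2 to 86.3) were RFX2 targets (exact p = 1.9e-05, adjusted p = 2.4e-05). All 9 had a promoter peak in each of the replicate lists. The study singled out these motility genes because their expression fell in testes without RFX2, so the share does not stand for motility genes at large. The RFX family had 3 of 8 genes among the RFX2 targets (37.5%, 8.52 to 75.5, exact p = 0.0042, adjusted p = 0.0042). This call did not hold in the top 50% of the list by score, where 1 of 8 genes (12.5%) was bound (exact adjusted p = 0.217).

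**Figure D4:**
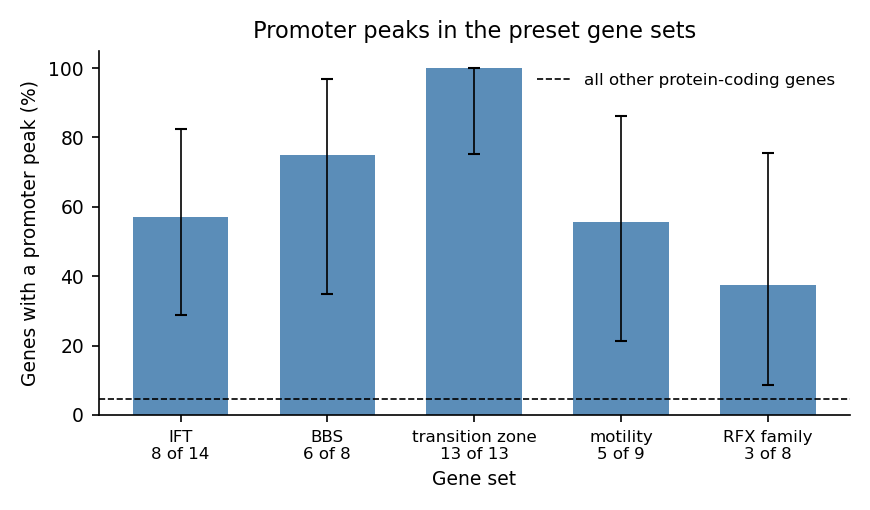
Share of genes (%) with a combined peak in the promoter for each of 5 gene sets, with exact 95% intervals as error bars and the share of all other protein-coding genes as a dashed line. The sets range from 37.5% for the RFX family to 100% for the transition zone genes.

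The highest-scoring promoter peaks of the combined list met by both replicates lay at 5 genes. The peak at Fez1 ranked 1, with a −log10 p of 493 and a 57.2-fold enrichment, and lay on chromosome 9 from 36821245 to 36822897, with the summit at −29 bp relative to the TSS. It ranked 1 in replicate 1 and 3 in replicate 2. The peak at Cfap65 ranked 3, with a −log10 p of 446, on chromosome 1 from 74934903 to 74936455. A single peak, ranked 6 on chromosome 2 from 21204346 to 21206264, met the promoters of Enkur and Thnsl1, which are transcribed in opposite directions. The peak at Sema4b ranked 7, on chromosome 7 from 80186612 to 80187952, and its summit lay 334 bp downstream of the TSS. With positions counted from 1 at the 5′ end of the palindrome, the best X-box at Fez1, ATTGGCATGGCAAC, differed by G1A and C5G, and that at Sema4b, GTTGCCATGGCAGC, by A13G. Those at Cfap65 and Enkur had 3 mismatches each. Across the replicate lists the ranks of these peaks ran from 1 to 19, so their order was not the same in both animals.

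The 3 highest-scoring peaks outside promoters ranked 2, 4 and 5. The first lay on chromosome 7 from 140080112 to 140081570, in the exon class, 1707 bp from the nearest TSS, that of Caly. Its X-box GTTCCCATGGCAAC differed from the palindrome by G4C. The second lay on chromosome 6 from 98753682 to 98755402, in intergenic sequence, 411.8 kb from the nearest TSS, that of Gm765. It had the highest fold enrichment of the list, 70.5, and its best match had 4 mismatches, so it had no X-box by the definition used. The third lay on chromosome 9 from 103594798 to 103596250, in an intron, 115.1 kb from the nearest TSS, that of Bfsp2. Its X-box GTAGCCATGGCAAC differed by T3A and overlapped the summit.

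Dync2li1, which the study used as a known RFX target, had a combined peak on chromosome 17 from 84626076 to 84626749, ranked 116 with a −log10 p of 244 and a 34.0-fold enrichment. The score at this site was 182 in replicate 1 and 83.0 in replicate 2. The peak held the palindrome GTTGCCATGGCAAC without a mismatch from 84626453 to 84626466, and its summit lay at −35 bp relative to the TSS at 84626496.

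**Figure D5:**
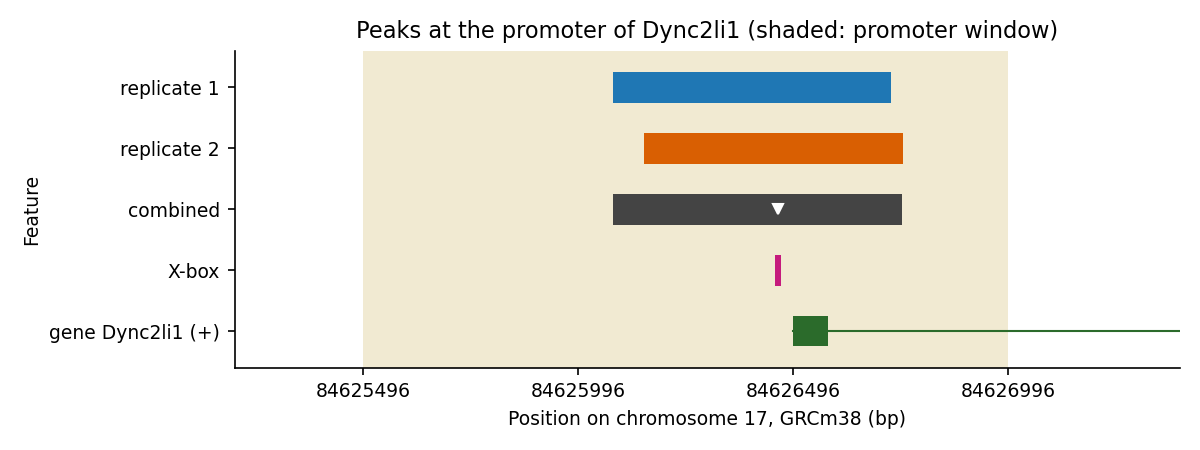
Map of the Dync2li1 promoter on chromosome 17 of GRCm38 (bp), with the peaks of both replicates and the combined list as bars, the summit as a triangle, the X-box, and the first exon (block) and gene body (line) on the plus strand. The X-box from 84626453 to 84626466 lies under the summit, upstream of the TSS at 84626496, and the shaded area is the promoter window.

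Other genes named in the study were looked up in the same way. Gtf2a1l had no combined peak, but a promoter peak was present in both replicates with scores of 2.80 and 11.2. Tekt4 was an RFX2 target with a peak ranked 859. Rfx2 itself was among the RFX2 targets with a weak peak ranked 2622 (−log10 p of 45.2). Nphp4 had a promoter peak in replicate 1 only, with a score of 3.92. No promoter peak was listed for Nek8, Rab27b, Fscn1 or Fndc3c1 in any of the 3 lists, which hold only peaks above the authors' thresholds.

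As a check of the lists, promoter peaks were counted by chromosome. On the X chromosome 12 of 948 protein-coding genes (1.27%) were RFX2 targets, against 968 of 20722 (4.67%) on the autosomes. The ratio was 0.271 (95% interval 0.154 to 0.477, Fisher's exact test, two-sided, p = 2.2e-08). The replicate 1 list alone gave a ratio of 0.625 and the replicate 2 list alone 0.344, so the size of the difference depends on the list used.

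As reads of human origin had been removed from replicate 2 only, peaks found in a single replicate were compared by class. Exons held 4.84% of the 12944 peaks of replicate 2 without a partner and 4.06% of the 31765 such peaks of replicate 1. The difference was 0.778 percentage points (Fisher's exact test, two-sided, p = 0.00028). It was 0.156 percentage points, and not detectable at this number of peaks (Fisher's exact test, p = 0.699), among unpartnered peaks in the top 50% of their lists by score.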

Values the study reported

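The study described ChIP-seq on dissociated germ cells of P21 WT mice and reported nearly 3,000 reproducible peaks. It placed about 1/3 of them, 977 peaks, in promoters taken as -500 to +50 relative to the TSS, whereas its supplementary methods state a wider promoter window for the classes of peaks. Its motif search in the peaks returned a motif of 14 nucleotides.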

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

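The X-box search around the summit was chosen only after the result was seen. All other alternatives were planned. Values with a test were judged by their direction and side of the threshold alone, and values without a test by their interval or, for counts, by a factor of 1.5. By these rules 59 of the values that answer a comparison were kept, 55 moved and 2 lost their call. None reversed. Kept values with a test could still change in size. The overlap ratio reached 109 with a reciprocal overlap of 50%, and the promoter ratio 22.6 with the narrower promoter window. The X-box share ran from 39.1% with at most 2 mismatches to 76.7% in the whole peak, and the transition zone share was 69.2% in the top 50% of the list. The ranks of the peaks at the 5 named genes cannot depend on the promoter definition. In the replicate lists, counted per gene with the peak shared by Enkur and Thnsl1 counted for each, 9 ranks moved and that of Fez1 in replicate 1 stayed. Unless stated otherwise, the cause was not tested.

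With a reciprocal overlap of 50%, the share of peaks met by the other replicate was 12.3% in replicate 1 and 23.1% in replicate 2, and the combined peaks met were 99.8% by replicate 1 and 73.4% by replicate 2. With centres within 100 bp these shares were 14.4% and 26.9%. In the top 50% of each list by score they were 31.6% and 60.03%. With the same number of top peaks from each list they were 35.8% and 37.3%. Stricter matching can only lower such a share. Use of every sequence name in the files gave no further value, as 0 peaks lay outside chromosomes 1 to 19, X and Y.

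With promoters taken as 500 bp upstream to 50 bp downstream of the TSS, the share was 28.4% for promoters and 11.4% for exons. With every TSS of every protein-coding transcript it was 34.7% and 6.24%. With all annotated genes it was 36.1% for promoters, 12.2% for exons, 23.3% for introns and 28.4% for intergenic sequence. With the peak centre alone it was 28.7% for promoters, 4.29% for exons and 28.8% for introns. In the top 50% of the list it was 40.6% for promoters, 17.4% for introns and 32.4% for intergenic sequence. By construction, a wider promoter set moves peaks out of the later classes. More genes move peaks out of intergenic sequence, and here the exon and intron shares rose with all annotated genes. The share of centres within 500 bp of a TSS was 31.7% with every TSS and 36.6% in the top 50% of the list, and the median distance was 11834 bp and 7880 bp.

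The number of more frequent words was 702 with 6-mers, of which only 2080 exist, and 726 in the top 50% of the list, which has fewer peaks. The RFX family lost its call in the top 50% of the list (12.5%, exact adjusted p = 0.217, against a range from 0.0033 to 0.0057 under the other promoter definitions). The excess of exon peaks in replicate 2 lost its call among peaks in the top 50% of the lists (0.156 percentage points, Fisher's exact test, p = 0.699).

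Leaving out a replicate meant using the list of the other replicate, with many more low-scoring peaks, so these values carry no test. Promoter shares ran from 5.04% to 7.97%, exon shares from 4.91% to 5.73%, intron shares from 36.2% to 37.0% and intergenic shares from 49.3% to 53.8%. The promoter ratio to random placement ran from 3.44 to 5.48 and the difference between quartiles from 12.5 to 18.3 percentage points. The genes with a promoter peak numbered from 1807 to 2124, centres within 500 bp of a TSS made up from 4.02% to 6.74%, and the median distance ran from 51718.5 to 67719 bp. X-box shares ran from 22.2% to 24.0%, more frequent words from 2900 to 3310, and the X to autosome ratio from 0.344 with replicate 2 alone to 0.625 with replicate 1 alone. Of the motility genes and the transition zone genes, 100% had a promoter peak in either list, as did 87.5% of the BBS genes. The share of IFT genes ran from 71.4% to 78.6%. That of the RFX family was 37.5% with replicate 2 alone and 62.5% with replicate 1 alone.

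No paired analysis was possible because the inputs have no peak list of their own, so the ChIP and input samples that share a replicate number give no values to pair. As the depth is unknown, the difference in list length between the replicates cannot be attributed to depth. The limit that depth sets on the overlap was not measured. With lists of equal length the shares met were 35.8% in replicate 1 and 37.3% in replicate 2, against 20.2% and 39.2% with the full lists.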

Other observations

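The tests of X-boxes in X-linked promoters, of an X-box outside the searched window, of G+C content and of sites further from the palindrome were chosen only after the result was seen. The tests of open promoter chromatin and of repeats were planned, but with a window around the summit that was chosen after the data were seen, and the other tests were planned. The design holds a single biological group, WT testis, so no explanation that needs a comparison between biological groups was tested here.

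Most peaks of each replicate had no partner in the other. If these were chance calls in background sequence, their centres would hold no more X-boxes than sequence 1000 bp away. An X-box was present at the centre of 14.5% of the unpartnered replicate 1 peaks, against 0.847% in the flank, and of 4.002% of those of replicate 2, against 0.757% (exact McNemar test, two-sided, p = 1.4e-71 for replicate 2 and below double precision for replicate 1). In the bottom 50% of the lists by score the shares were 6.65% and 2.98%, also above their flanks (0.766% and 0.751%). Chance calls therefore cannot be the cause of all unpartnered peaks, although the part they may make up was not measured. Scores near the calling cutoff could be a further cause, as 95.3% of the top decile of replicate 1 and 99.95% of that of replicate 2 had a partner. Wider peaks meet a partner more easily, but with every peak set to 200 bp the top deciles were still met at 90.9% and 94.9%, against 2.66% and 14.1% in the bottom deciles.

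Human reads left in replicate 2 may account for part of its unpartnered peaks. Exons held 0.778 percentage points more of these peaks than of those of replicate 1 (Newcombe interval 0.358 to 1.22), as such reads would give in conserved sequence. The removal of human reads can also take mouse reads from conserved sequence in replicate 2, which would lower its exon share. Both can act at once, so the exon share cannot decide whether human reads were left. The excess was not detectable in the top 50% of the lists, at 0.156 percentage points. Introns held 40.9% of the unpartnered peaks of replicate 2 and 37.9% of those of replicate 1, so exons were not the only class in excess. The exon excess sets no limit on human reads elsewhere, and other differences between the libraries that can give it were not tested.

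A surprising feature is that promoter peaks had an X-box at the summit less often than peaks elsewhere (55.9% against 84.1%), although promoter peaks made up more of the top of the list. The gap was not due to the size of the window searched, as it was −27.6 percentage points when the whole peak was searched (Newcombe interval −31.3 to −23.9). Nor was G+C content the whole cause, as within quintiles of G+C content it was −24.1 percentage points (permutation test, two-sided, p = 0.001, the smallest possible with 1000 permutations), with a range from −18.4 to −31.2 over the 5 quintiles. It was −36.3 percentage points with at most 2 mismatches and −15.5 with at most 4.

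Sites further from the palindrome than the search allows are a candidate explanation for part of this gap. In 355 combined promoter peaks without an X-box anywhere in the peak, the 8-mer with the lowest p-value against unbound promoters was CTAGCAAC, in 21.1% of the peaks. Its reverse complement GTTGCTAG has 2 mismatches to the X-box part GTTGCCAT. The word was then counted in 351 other promoter peaks without an X-box, found in both replicates but absent from the combined list. It was present in 13.1% of them (9.97 to 17.0) and in 0.449% of 19145 unbound promoters (Fisher's exact test, two-sided, p = 6.0e-47). The word was found and tested in the same animals and against the same unbound promoters, and most promoter peaks without an X-box lacked it. It was not counted in peaks outside promoters, so how much of the gap such sites make up is unknown.

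Open promoter chromatin recovered without the motif is another candidate explanation, but the lists do not decide it. Of the combined peaks without an X-box at the summit 55.1% lay in promoters, against 22.8% of those with one. This is the same count of peaks as the gap itself, seen from the other side, and adds no evidence. Open chromatin therefore cannot be told apart from sites unlike the palindrome or from RFX2 held at promoters by other proteins, as no accessibility data were used here.

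RFX2 targets may be counted more than once where genes share a promoter. A divergent protein-coding TSS within 1000 bp was present at 20.7% of bound promoters and at 6.40% of the others (Fisher's exact test, two-sided, p = 1.8e-46). Among the 50% of promoters richest in G+C the shares were 19.9% and 9.14% (Fisher's exact test, two-sided, p = 5.0e-16), so G+C content was not the whole cause. Both tests counted genes and not peaks. A promoter window of 1000 bp upstream holds the divergent TSS, so a single peak can mark both genes as bound. Part of the excess is therefore fixed by these definitions, and the genes of a pair are not independent. For the pair Enkur and Thnsl1 a single peak gave both calls, and which gene it bears on was not tested.

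Repeats could carry a small part of the X-boxes outside promoters. Most bases were repeat-masked in 15.2% of the best X-box matches (13.5 to 17.0). In the windows around them, a mean of 12.5% of the bases was masked (permutation test with random signs, two-sided, p = 0.00059). The test sets a yes-or-no value for each match against a fraction for its window. Such differences need not be symmetric, so the p-value is approximate. The share of matches and the mean share of bases were 18.7% and 14.2% in intergenic peaks and 12.6% and 11.6% in intron peaks. They were 7.01% and 7.77% in exon peaks, where the direction was the opposite. The classes were not tested separately. Reads with several locations were discarded by the authors, so sites in recent repeats can be missing from the lists.

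RFX2 targets were scarce on the X chromosome, at 27.1% of the autosomal share (15.4 to 47.7). Fewer X-boxes in X-linked promoters cannot be the whole cause, since promoters with an X-box were at 84.3% of the autosomal share there (67.3 to 106). Of these, 11.1% were bound on the X and 28.3% on the autosomes (Fisher's exact test, two-sided, p = 0.00073). Male cells have 1 copy of the X, which would lower the reads per site. If −log10 p is halved, 64.4% of the bound autosomal promoters would remain in the list, above the interval of the observed ratio. The size of that loss is an assumption, so the effect of copy number cannot be told apart from other causes with these lists. Other biological differences between the X and the autosomes stay open and were not tested. The ratio was 0.625 in the replicate 1 list and 0.344 in the replicate 2 list. Both lists reach much lower scores than the combined list, with similar lowest scores of 2.03 and 2.08.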
